# Multi-organ transcriptomic profiles and gene-regulation network underlying vibriosis resistance in tongue sole

**DOI:** 10.1038/s41597-024-03651-z

**Published:** 2024-07-24

**Authors:** Quanchao Chen, Xinran Ma, Jie Wang, Meng Shi, Guobin Hu, Songlin Chen, Qian Zhou

**Keywords:** Data publication and archiving, Bacterial infection

## Abstract

Vibrio spp. are major pathogens responsible for mortality and disease in various marine aquaculture organisms. Effective disease control and genetic breeding strategies rely heavily on understanding host vibriosis resistance mechanisms. The Chinese tongue sole (*Cynoglossus semilaevis*) is economically vital but suffers from substantial mortalities due to vibriosis. Through continuous selective breeding, we have successfully obtained vibriosis-resistant families of this species. In this study, we conducted RNA-seq analysis on three organs, including liver, spleen and intestine from selected resistant and susceptible tongue soles. Additionally, we integrated these data with our previously published RNA-seq datasets of skin and gill, enabling the construction of organ-specific transcriptional profiles and a comprehensive gene co-expression network elucidating the differences in vibriosis resistance. Furthermore, we identified 12 modules with organ-specific functional implications. Overall, our findings provide a valuable resource for investigating the molecular basis of vibriosis resistance in fish, offering insights into target genes and pathways essential for molecular selection and genetic manipulation to enhance vibriosis resistance in fish breeding programs.

## Background & Summary

Currently, the world is facing the food security issue, and aquaculture plays an increasingly important role in food and nutrition supply. However, infectious diseases, especially vibriosis, occur frequently and cause huge mortality and economic loss in fish aquaculture. Vibriosis, typically caused by systemic bacterial infections from bacteria of the *Vibrio* genus, stands as a significant threat in marine aquaculture. Vibriosis is one of the most common bacterial diseases affecting various aquaculture marine fish. Vibriosis accounts for approximately 66.7% of reported diseases in groupers (Epinephelus spp.), impacting all growth stages and causing mortality rates of up to 50% among the fish^1^. Similarly, in the salmon farming industry, *Vibrio* infections represent the most serious problem to date, leading to losses exceeding USD 100 million in Norway^2^. Similarly, vibriosis has emerged as a significant pathogenic disease, resulting in high mortality rates (50%-70%) in Chinese tongue sole^3^. As in other animal production system, the success and stainability of fish aquaculture largely depends on the control of diseases^4^. A viable and efficient way to prevent the disease outbreaks lies in developing new germplasm and varieties characterized by high disease resistance and productivity. To achieve this, it is crucial to understand the molecular and genetic mechanisms underlying the disease resistance trait.

As known, the disease resistance is a highly complex system, consisting of physical barriers preventing the adhesion and invasion of pathogens, interaction between the pathogens and host, and humoral and cellular immune responses in cells^5^. Previous studies of fish regarding to diseases susceptibility/resistance have focused on identifying immune parameters, genetic architectures, and differences in gene expressions. For example, studies in Atlantic salmon (*Salmo salar* L.)^6^ and rainbow trout (*Oncorhynchus mykiss*)^7^ revealed that the furunculosis resistant fish had higher immune responses such as activity of serum complement and non-alpha(2) mantiprotease. Quantitative trait locus (QTL) mapping and genome-wide association study (GWAS) have identified the genetic architecture and divergent locus/genes in several fish species, such as Atlantic salmon^8^, rainbow trout^9,10^ and catfish^11^ At the gene expression level, the differential transcriptomic responses to pathogenic infections of the resistant and susceptible fish have been presented in specific tissue, such as in skin of Atlantic salmon upon sea lice infection^12^, in spleen of common carp (*Cyprinus carpio*) for CyHV-3 virus infection^13^ and in intestine of the tongue sole after *Shewanella algae* infection^14^ and *Vibrio harveyi* infection^15^. These studies together revealed that transcriptomic responses occur systematically in a variety of tissues and organs, and a number of genes and pathways may contribute to the fish disease resistance. However, very few studies were simultaneously carried out on the gene regulatory patterns of multiple tissues and organs, which limited an in-depth understanding of the molecular regulatory mechanisms that could explain the difference in the disease resistance.

The Chinese tongue sole is an economic-important marine fish in China. In recent years, it has suffered from over 70–90% mortality rate caused by vibriosis, caused by the infection of *Vibrio* pathogens such as *V. harveyi* and *V. anguillarum*. To obtain vibriosis resistant germplasms, we have conducted continuous selective breeding programs for 4-5 generations^3,16^. This practice has breed high resistant germplasms, providing a unique opportunity for study the molecular basis underlying the improvement of the vibriosis resistance in fish. In our previous work, we have demonstrated that the selected resistant and susceptible tongue soles were genetically diverged, and identified several genes that were significantly associated with the vibriosis resistance^17,18^. In addition, we compared the gene profiles between resistant and susceptible families, and identified 653 and 1421 DEGs in gill and skin, respectively^18^.

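The gill and skin profiles came from 3 VR and 3 VS libraries of each organ, deposited as RSEM expected counts and FPKM values per gene. Total expected counts per library ranged from 27892728 to 31714359 (median 30698738) in VR gill and from 27593730 to 27755849 (median 27722678) in VS gill. In skin they ranged from 24763889 to 31430826 (median 31191704) in VR fish and from 25382015 to 32067761 (median 31489075) in VS fish. The expected counts were rounded to whole numbers, genes with low counts were left out by edgeR's filter, and VR was compared with VS by edgeR's quasi-likelihood test with TMM scaling. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1. Of 17942 genes tested in gill, 60 were called, 27 of them up-expressed and 33 down-expressed in VR fish, and 3340 had an unadjusted p under 0.05. Of 18480 genes tested in skin, 3 were called, 2 up-expressed and 1 down-expressed, and 2833 had an unadjusted p under 0.05. The authors' deposited table holds 653 DEGs for gill, of which 54 were among the 60 calls, and 1421 for skin, which include all 3 calls. VR and VS libraries did not overlap in FPKM in 25.5% of the genes tested in gill and in 16.2% of those tested in skin, where chance gives 10%. DESeq2 called 377 genes in gill and 516 in skin. With the replicate number as a block edgeR called 5 genes in gill and 0 in skin, where 2056 genes had an unadjusted p under 0.05. Each gill library weighed on the count: without VR gill 1, 2 or 3 it was 13, 13 and 10, and without VS gill 1, 2 or 3 it was 26, 6 and 25. In skin, edgeR called 6 genes without VR skin 3 and 0 without VR skin 2 or without any 1 of the 3 VS skin libraries, where between 1772 and 2895 genes had an unadjusted p under 0.05.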

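The genes with the largest changes among the calls with a mean count of at least 50 were the following, with coordinates on the Cse_v1.0 assembly and gene identifiers of NCBI. In gill, epb41l4b (103388154, chromosome 13, 3982423 to 4010313) had 1.51 ± 0.294 FPKM (SD, n = 3) in VR fish and was listed at 0 in all 3 VS libraries (edgeR adjusted p = 0.0036). LOC103390184 (chromosome 14, 22491269 to 22493088) had 4.79 ± 1.98 FPKM (SD, n = 3) in VR gill and was likewise listed at 0 in VS gill (edgeR adjusted p = 0.021). LOC103377465 (chromosome 3, 14941631 to 14947918) had 0.92 ± 0.384 FPKM (SD, n = 3) in VR gill, with a log2 fold change of 7.16 (standard error 0.82, edgeR adjusted p = 0.022). Down-expressed in VR gill were yars1 (103394662, chromosome 18, 14093373 to 14097826) with a log2 fold change of -7.47 (standard error 0.63, edgeR adjusted p = 0.0080), and4 and LOC103385329. FPKM of yars1 was 0.050 ± 0.0458 in VR gill and 9.18 ± 3.68 in VS gill (SD, n = 3). For and4 (103390612, chromosome 15, 2915970 to 2918841) FPKM was 0.13 ± 0.0889 against 9.35 ± 6.73 (SD, n = 3), and its difference varied between the 5 organs. FPKM of LOC103385329 (chromosome 10, 17008567 to 17020714) was 0.020 ± 0.010 against 1.29 ± 0.852 (SD, n = 3), and this difference varied between organs too. In skin, LOC103381409 (chromosome 8, 60776 to 71150) had 6.17 ± 0.865 FPKM in VR fish and 0.253 ± 0.0551 in VS fish (SD, n = 3), a log2 fold change of 3.75 (standard error 0.24, edgeR adjusted p = 0.011). FPKM of LOC103380488 (chromosome 6, 16298005 to 16303486) was 4.08 ± 0.347 in VR skin and 0.353 ± 0.0737 in VS skin (SD, n = 3), and LOC103395908 (chromosome 20, 1597494 to 1599047) had 18.2 ± 2.23 and 82.7 ± 18.4. The differences of the latter 2 genes also varied between organs.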

To obtain a holistic insight into the transcriptional regulation for the vibriosis resistance, here we completed the RNA sequencing of liver, spleen and intestine organs from resistant and susceptible tongue soles, respectively. Integrating our previously published transcriptome data of gill and skin tissues, we found that differentially expressed genes (DEGs) were distinct between different organs. Furthermore, weighted gene correlation network analysis (WGCNA) identified tissue-specific functional modules, pathways and genes correlated with the resistant potential against vibriosis. Integrating the DEGs and WGCNA results, our data disclosed that over 1000 genes in different organs may play roles in resisting vibriosis in tongue soles. This is in line with the results in mammals that a number of genes with large range of immune responses control host defense against foreign organisms^19^. These RNA-Seq datasets can be used to discover the plasticity in gene expressions between the resistant and susceptible fish, and thus remedy the knowledge gaps for understanding the interplay between the genetic divergence and the phenotype variation of vibriosis resistance. In addition, our data provide a valuable resource that have important implications enabling effective genetic improvement of disease resistance, which will largely be beneficial to the resistant variety breeding and disease control in aquaculture.

## Methods

### Ethics statement

This study was carried out in accordance with the recommendations of the Care and Use of Laboratory Animals of the Chinese Academy of Fishery Sciences (Ethics Committee number: YSFRI2019002). The protocol was approved by the Animal Care and Use Committee of the Chinese Academy of Fishery Sciences.

### Selective breeding and sample preparation

The selective breeding of the vibriosis resistant and susceptible families for *C. semilaevis* were performed as previously described^3^. Firstly, the genetic sex of parental fish was identified by a sex-specific AFLP marker^20^. Full-sib families were then constructed by strip spawning and were reared in separate common tanks under a flow-through system with the same rearing conditions. To trace the lineage, we tagged each family with visible implant elastomers and the pedigree information was precisely recorded^3^.

In each breeding generation, we performed artificial *Vibrio* challenge tests using the fish with an average size of 10–12 cm. A medial lethal dose (LD_50_) of *V. harveyi* challenge was determined as previously described^3^. After intraperitoneal injection, we recorded the mortality of each family at 12 days post injection, and the families with a survival rate >80% and <30% were considered as *Vibrio* resistant (VR) and susceptible (VS) families, respectively. To date, the artificial challenge and selection for the resistant families processed continuously for more than 12 years, lasting for 5 generations. Fish from the VR and VS families were used for RNA collection (Fig. 1).

**Fig. 1:**
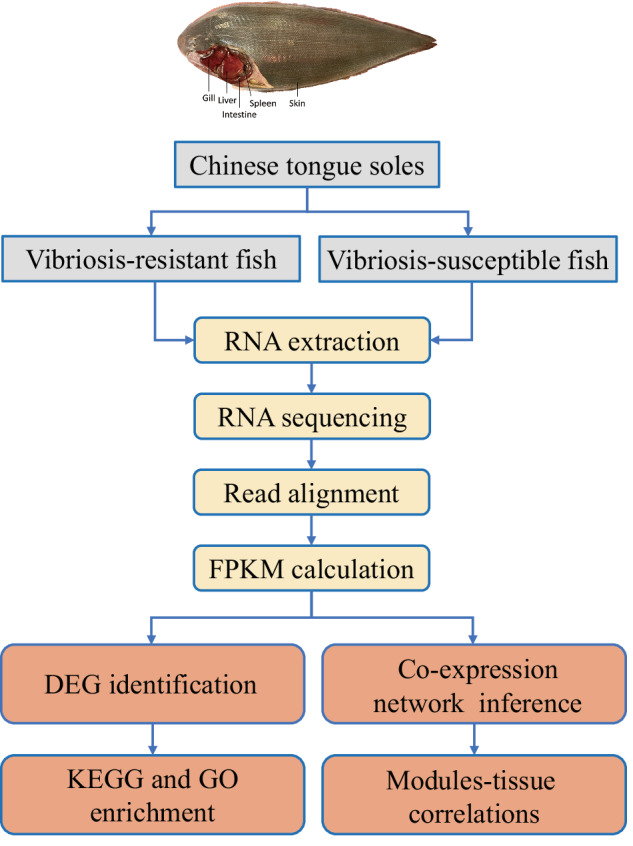
The experimental workflow for resistant tongue sole selection and RNA-Seq data analysis workflows.

### RNA-Seq and comparative transcriptomic analyses

To characterize and compare the gene expression patterns, we collected the liver, spleen and intestine tissues from the resistant and susceptible fish, respectively. Total RNA was extracted from three biological replicates of each group with TRIzol (Invitrogen, USA). Pair-ended (PE) RNA-seq libraries were constructed using the Truseq mRNA stranded RNA-Seq Library Prep Kit (Illumina, USA) according to the standard protocol. Sequencing of totally 18 libraries was conducted with a Illumina HiSeq 2000 sequencing platform, generating raw reads with a read length of 2 × 100 bp and an insert size of 350 bp. 

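The 18 libraries covered liver, spleen and intestine of 3 VR and 3 VS fish each, and all VR fish came from 1 family and all VS fish from another, so family and resistance changed together. The authors deposited RSEM expected counts and FPKM per gene for each library, as well as their list of DEGs for each organ. Counts were not normalized, and FPKM is scaled by RSEM for gene length and library size. Total expected counts ranged from 24645687 to 26536129 (median 26030732) in VR liver and from 26208402 to 26691439 (median 26459415) in VS liver. In spleen the totals ranged from 30995450 to 31340341 (median 31014550) in VR fish and from 29581946 to 31470049 (median 30973166) in VS fish. In intestine they ranged from 24603689 to 25722301 (median 24823352) in VR fish and from 23612079 to 25295027 (median 24756555) in VS fish. The depth that the paper states, in raw reads and mapping rates, is that of Table 1, and the values reported beside its claims use the expected counts. Over these 18 libraries, the counts came to between 74.7% and 86.8% of the read pairs. Each library's 10 most abundant genes took 39.3% to 46.5% of the counts in liver, 13.5% to 15.3% in spleen and 25.8% to 37.2% in intestine. A gene is not listed in a library where it has no count, and was taken as 0 there, which allows up to 3 counts by counting error alone. Gene symbols and positions were taken from the NCBI annotation of the Cse_v1.0 assembly, which named 21270 of the 22467 genes listed in any library. Each organ was tested on its own 6 libraries in the same way as gill and skin, with VR over VS as the direction of every fold change. With 3 libraries against 3, an exact two-sided permutation test cannot give a p below 0.1.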

The raw data was then quality filtered using RNA-QC-Chain^21^, filtering out the ambiguous N’s, adaptors, low quality reads with more than 20% of the bases having a quality score < 20. Finally, we obtained 62.26–79.69 million raw reads per sample, amounting to a total of 120.35 Gb clean data **(**Table 1). We calculated the fragments per kilobase per million mapped sequence reads (FPKM) value for each gene using RSEM (v1.2.12)^22^, and used NOIseq^23^. to identify the DEGs, with log_2_|FoldChange| ≥ 1 with a probability ≥0.9.

**Table 1:** Summary of the RNA-Seq data for liver, spleen, and intestine from resistant and susceptible families.

Sample	Total raw reads (Mb)	Total clean reads (Mb)	Total clean bases (Gb)	Clean reads ratio (%)	Total mapping ratio
H16_1_In	64.74	62.8	6.25	97	86.59%
H16_2_In	64.75	61.73	6.13	95.33	85.07%
H16_3_In	67.24	62.07	6.17	92.31	89.58%
H16_1_Li	62.26	61.54	6.15	98.85	92.96%
H16_2_Li	62.26	61.29	6.12	98.44	92.12%
H16_3_Li	62.26	61.4	6.13	98.63	89.18%
H16_1_Sp	79.69	78.53	7.83	98.54	89.66%
H16_2_Sp	79.69	78.52	7.8	98.54	87.18%
H16_3_Sp	79.69	78.39	7.81	98.37	88.94%
L47_1_In	64.75	63.02	6.24	97.34	83.95%
L47_2_In	64.75	63.19	6.27	97.6	84.87%
L47_3_In	62.26	60.95	6.05	97.9	84.12%
L47_1_Li	62.26	61.51	6.14	98.8	93.18%
L47_2_Li	62.26	61.26	6.12	98.41	91.99%
L47_3_Li	62.26	61.52	6.14	98.81	91.81%
L47_1_Sp	75.34	74.49	7.39	98.86	87.85%
L47_2_Sp	79.69	78.74	7.8	98.82	88.56%
L47_3_Sp	79.69	78.79	7.81	98.87	88.29%

The clean reads were mapped to the reference genome of the tongue sole (NCBI Accession No. GCA_000523025.1) using BWA^24^ with default parameters. The average mapping rate ranged from 83.95% to 93.18%, averagely at 88.66% (Table 1).

### KEGG and GO enrichment analysis

KEGG and GO enrichment analyses were performed using phyper in R software. KEGG pathways and GO terms with corrected p-values < 0.05 were considered as significantly enriched ones. GO terms are clustered into three main categories: biological processes (BP), molecular functions (MF), and cellular components (CC).

In liver, the central metabolic organ, the 1303 DEGs, including 649 up and 654 down-expressed gene, were enriched in “metabolic pathways” (q < 0.05), covering metabolism processes such as “arginine biosynthesis”, “pyruvate metabolism” and “sphingolipid metabolism” (Table 2).

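In liver, 14434 genes were tested by edgeR and 0 were called, with a smallest adjusted p of 0.347. An unadjusted p under 0.05 was found for 1425 of them, and DESeq2 called 174 genes, 98 up-expressed and 76 down-expressed. The spread between replicates was the largest of the 5 organs, with a biological coefficient of variation of 0.449 against 0.235 in gill. FPKM of VR and VS livers did not overlap in 18.0% of the tested genes, with 10% given by chance. One edgeR fit over all 30 libraries, which shares 1 spread among organs, called 1061 genes, 625 up-expressed and 436 down-expressed. Leaving out VR liver 3 gave 1 call. Of the 1303 DEGs in the authors' deposited table, 580 had an unadjusted p under 0.05 here, 140 were among the DESeq2 calls and 45.4% had no overlap between VR and VS libraries. Genes of the named pathways were found by symbol, 14 of arginine biosynthesis, 28 of pyruvate metabolism and 37 of sphingolipid metabolism among the tested genes. Neither edgeR nor DESeq2 called any of them, and 2, 5 and 4 had an unadjusted p under 0.05. The authors' deposited table holds 3, 3 and 2 of them (arg1, asl and glud1a; acat2, acss2l and me2; cers2b and degs1), and 1.22, 2.82 and 3.80 would be drawn by chance. A one-sided hypergeometric test of these numbers gave a p adjusted over 13 set tests of 0.211, 0.712 and 0.907. The paper's liver enrichment is of metabolic pathways as a whole, which these processes are part of. That whole was not tested here. Summed FPKM of the arginine biosynthesis genes was 744 ± 64.4 in VR liver and 653 ± 96.5 in VS liver (SD, n = 3, exact permutation test, p = 0.3). That of pyruvate metabolism was 626 ± 77.5 and 627 ± 42.5 (SD, n = 3, exact permutation test, p = 1), and that of sphingolipid metabolism 189.9 ± 29.5 and 227 ± 7.37 (SD, n = 3, exact permutation test, p = 0.2). The member with the smallest adjusted p in each pathway was ass1 (103390243, chromosome 14, 24304629 to 24322164), pdha1a (103395466, chromosome 19, 14174304 to 14178207) and smpd2b (103386543, chromosome 11, 15541965 to 15551112). Their log2 fold changes were -0.76, -0.88 and -1.28, with standard errors of 0.27, 0.30 and 0.35 and edgeR adjusted p of 0.489, 0.488 and 0.465.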

**Table 2:** The enriched KEGG pathways of the DEGs soles in liver, spleen and intestine between the resistant and susceptible tongue soles.

Organ	KEGG pathway	Qvalue	Pathway ID	Level 1	Level 2
Liver	Metabolic pathways	0.002	ko01100	Metabolism	Global and overview maps
Spleen	Complement and coagulation cascades	3.66E^−18^	ko04610	Organismal Systems	Immune system
	Metabolic pathways	6.53E^−09^	ko01100	Metabolism	Global and overview maps
	Pentose and glucuronate interconversions	1.69E^−06^	ko00040	Metabolism	Carbohydrate metabolism
	Retinol metabolism	1.46E^−05^	ko00830	Metabolism	Metabolism of cofactors and vitamins
	Drug metabolism - cytochrome P450	9.75E^−05^	ko00982	Metabolism	Xenobiotics biodegradation and metabolism
	Metabolism of xenobiotics by cytochrome P450	9.93E^−05^	ko00980	Metabolism	Xenobiotics biodegradation and metabolism
	Ascorbate and aldarate metabolism	1.83E^−04^	ko00053	Metabolism	Carbohydrate metabolism
	Drug metabolism - other enzymes	8.56E^−04^	ko00983	Metabolism	Xenobiotics biodegradation and metabolism
	Ubiquinone and other terpenoid-quinone biosynthesis	1.55E^−03^	ko00130	Metabolism	Metabolism of cofactors and vitamins
	Glycine, serine and threonine metabolism	1.55E^−03^	ko00260	Metabolism	Amino acid metabolism
	Porphyrin and chlorophyll metabolism	2.26E^−03^	ko00860	Metabolism	Metabolism of cofactors and vitamins
	Fat digestion and absorption	2.26E^−03^	ko04975	Organismal Systems	Digestive system
	Peroxisome	6.52E^−03^	ko04146	Cellular Processes	Transport and catabolism
	Steroid biosynthesis	8.43E^−03^	ko00100	Metabolism	Lipid metabolism
	Tyrosine metabolism	9.74E^−03^	ko00350	Metabolism	Amino acid metabolism
	Steroid hormone biosynthesis	0.019	ko00140	Metabolism	Lipid metabolism
Intestine	Pancreatic secretion	0.009	ko04972	Organismal Systems	Digestive system
	Phagosome	0.025	ko04145	Cellular Processes	Transport and catabolism

In spleen, the DEGs were most significantly abundant in “complement and coagulation cascades” (q < 0.05) (Table 2). 

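In spleen, edgeR called 22 of 17602 tested genes, 7 up-expressed and 15 down-expressed in VR fish, and 4121 had an unadjusted p under 0.05. VR and VS spleens did not overlap in 24.3% of the tested genes, against 10% by chance. DESeq2 moved the count most among the tests of all 6 libraries, to 832 genes, 183 up-expressed and 649 down-expressed. Without VS spleen 2 edgeR called 707 genes, 62 up-expressed and 645 down-expressed, while it called 2 without VR spleen 1, 1 without VS spleen 1 and 0 without VR spleen 2, VR spleen 3 or VS spleen 3. In these last 3 fits, 3949, 3137 and 3406 genes had an unadjusted p under 0.05. Of the 22 calls, 20 are in the authors' deposited table for spleen. The largest changes among calls with a mean count of at least 50 were those of LOC103381409, which had 13.4 ± 3.75 FPKM in VR fish and 0.38 ± 0.104 in VS fish (SD, n = 3), LOC103392391 (chromosome 16, 16249281 to 16250321) and ntng1a (103377084, chromosome 3, 7613052 to 7681344). Their log2 fold changes were 4.22, 3.42 and 3.28 (standard errors 0.26, 0.36 and 0.33, edgeR adjusted p 0.034, 0.046 and 0.044). Down-expressed were LOC103384125 (chromosome 9, 15700141 to 15706309) with a log2 fold change of -3.64 (standard error 0.32), dpf3 (103380755, chromosome 7, 3817414 to 3840455) with -2.83 (standard error 0.31), and LOC103384716 (chromosome 10, 5289367 to 5297978). LOC103384716 was listed at 0 in all VR spleens and had 0.633 ± 0.188 FPKM in VS spleens (SD, n = 3). None of the 25 complement and coagulation genes was among the edgeR calls, although 18 had an unadjusted p under 0.05 and DESeq2 called 16 of them, where 1.16 would be drawn by chance (hypergeometric test, p adjusted over 13 set tests 7.2e-15). The authors' deposited table holds 18 of these genes, with an adjusted hypergeometric p of 4.6e-15. Without VS spleen 2, edgeR called 15 of them (adjusted hypergeometric p 2.1e-14). Their summed FPKM was 1728, 3037 and 2153 in the VR spleens and 4261, 1926 and 7736 in the VS spleens (exact two-sided permutation test, p = 0.3). The smallest adjusted p was that of c8b (103396190, chromosome 20, 5270191 to 5275508), with a log2 fold change of -7.04 (standard error 1.65, edgeR adjusted p = 0.0997). FPKM of c8b was 0.35, 0.11 and 0.48 in the VR spleens and 36.9, 0.79 and 66.5 in the VS spleens. Of 332 genes far more abundant in liver than in gill, skin and intestine, 17 of which are complement and coagulation genes, 92.2% in VS spleen 1 and 94.6% in VS spleen 3 lay above all VR spleens, against 49.7% in VS spleen 2. Expected counts of these 332 genes were 5.32% of the library in VS spleen 1 and 11.7% in VS spleen 3, against 0.345% to 0.532% in the other 4 spleen libraries.

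**Figure D1:**
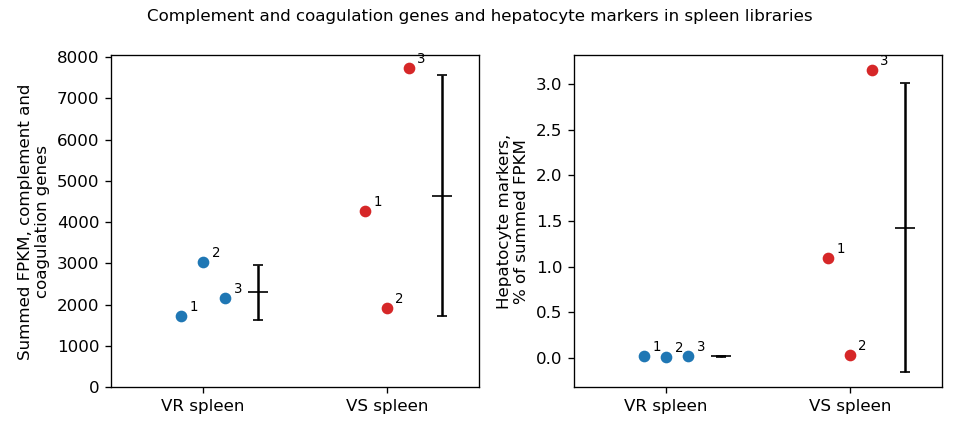
Summed FPKM of 25 complement and coagulation genes (left) and the percentage of summed FPKM in 16 hepatocyte marker genes (right) in each spleen library. Points are libraries with their replicate number, bars are the mean and SD of 3 libraries, and VS spleen 1 and 3 lie above all VR spleens in both panels.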

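In the spleen, 128 tested genes belonged to NOD-like receptor, TNF, IL-17 or Th1 and Th2 signaling by symbol, and 79 of them were higher in VR fish, with a median log2 fold change of 0.09. edgeR placed none of them among its 7 up-expressed calls, although 39 had an unadjusted p under 0.05. DESeq2 placed 5 of the list, bcl3, cxcl8a, fosl1a, relb and tnfa, among its 183 up-expressed calls (hypergeometric test, adjusted p 0.036). In the authors' deposited table 9 of the 347 up-expressed DEGs were of this list, where 2.77 would be drawn by chance (adjusted p 0.0048). Summed FPKM of the list's genes was 4508 ± 440.3 in VR spleens and 3923 ± 779.8 in VS spleens (SD, n = 3, exact permutation test, p = 0.4). The member with the smallest adjusted p was traf3 (103382287, chromosome 1, 16695849 to 16702180), with 19.4 ± 2.37 FPKM in VR fish and 9.74 ± 1.70 in VS fish (SD, n = 3). Its log2 fold change was 0.87 (standard error 0.12, edgeR adjusted p = 0.058). Of the 703 down-expressed DEGs in the authors' deposited table, 631 were at least 2-fold above the VR mean in VS spleen 1 and 651 in VS spleen 3, against 262 in VS spleen 2. Among the same 703 genes, 266 (37.8%) were liver-enriched in the sense given for the spleen above, of which 257, 90 and 266 reached this level in VS spleen 1, 2 and 3. By a wider measure, 472 of the 703 had a mean in liver at least 10 times that in VR spleen, 213 of them among the 437 genes not counted as liver-enriched.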

Interestingly, the 347 up-expressed genes were mainly involved in immune systems, such as “NOD-like receptor signaling pathway” (q < 0.05), “TNF signaling pathway”, “Th1 and Th2 cell differentiation” and “IL-17 signaling pathway”, while the 703 down-expressed genes were significantly enriched in a variety of metabolic pathways. The significantly enriched GO_MF terms for the down-expressed genes were “aromatic amino acid family metabolic process” and “oxidoreductase activity” (q < 0.05).

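For the aromatic amino acid family, 20 genes were tested in spleen and edgeR called none, while 12 had an unadjusted p under 0.05. DESeq2 called 13 of 24 as down-expressed, among them tat, hgd, pah and fah (hypergeometric test, adjusted p 1.8e-12), and the authors' deposited table holds 14 of 22 (adjusted p 2.8e-13). The genes tat, hgd, pah and fah are also hepatocyte markers. Those markers made up 1.10% and 3.15% of the summed FPKM in VS spleen 1 and 3, and at most 0.0313% in the other spleens. A difference of the spleen itself is thus not separated from liver transcripts in those libraries. Of 64 oxidoreductase genes found by symbol, edgeR called none and 24 had an unadjusted p under 0.05, while DESeq2 called 10 of 66 (adjusted p 5.3e-04) and the authors' deposited table holds 9 of 56 (adjusted p 0.0033). Without VS spleen 2, 14 genes of each list were called by edgeR (hypergeometric adjusted p 4.6e-14 and 4.5e-07). Summed FPKM of the aromatic amino acid genes was 116, 133 and 131 in the VR spleens and 369.7, 155 and 753 in the VS spleens (exact permutation test, p = 0.1, the smallest possible). The oxidoreductase genes summed to 674 ± 33.8 in VR spleens and 826 ± 105 in VS spleens (SD, n = 3, exact permutation test, p = 0.1). Of the aromatic list, pcbd1 (103387463, chromosome 12, 10785098 to 10787349) had the smallest adjusted p, with 3.26 ± 0.405 FPKM in VR spleens and 23.9 ± 17.8 in VS spleens (SD, n = 3). Its log2 fold change was -3.09 (standard error 0.72, edgeR adjusted p = 0.0989). Of the oxidoreductase list it was cyp11c1 (103388284, chromosome 13, 5272072 to 5283536), with 0.0433 ± 0.00577 and 0.64 ± 0.279 FPKM (SD, n = 3) and a log2 fold change of -3.68 (standard error 0.66, edgeR adjusted p = 0.072). The differences of pcbd1 and cyp11c1 varied between the 5 organs.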

In intestine, we observed 374 over-expressed and 260 down-expressed genes in the resistant fish. 

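In intestine, edgeR called 0 of 16224 tested genes, with a smallest adjusted p of 0.0515, while 2752 had an unadjusted p under 0.05. DESeq2 called 320 genes, 146 up-expressed and 174 down-expressed, and moved the count most among the tests of all 6 libraries. No overlap between VR and VS libraries was found in 13.9% of the tested genes, against 10% by chance. In this organ the deviations of VR and VS libraries of the same replicate number from their group means correlated across genes. The correlations were 0.339, 0.484 and 0.117 for numbers 1, 2 and 3, weak for number 3, and the paper describes no pairing of VR with VS fish. A fit with the number as a block, set for all 5 organs before the data were examined, called 5 genes here, 2 up-expressed and 3 down-expressed. Leaving out VS intestine 2 gave 110 calls, leaving out VS intestine 1 gave 6 and leaving out VR intestine 2 gave 3. Of the 634 DEGs in the authors' deposited table, 380 had an unadjusted p under 0.05 here and 56.0% had no overlap between VR and VS libraries.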

The over-expressed genes were mostly abundant in “pancreatic secretion” pathway (q < 0.05) (Table 2) and GO_MF term of “serine-type endopeptidase activity” (q < 0.05). 

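Among 24 pancreatic secretion genes tested in intestine, edgeR called none and 3 had an unadjusted p under 0.05, and DESeq2 called cckar alone (hypergeometric test, adjusted p 0.413). The authors' deposited table holds 5 of 16 such genes among its up-expressed DEGs, cckar, cel.2, cpb1, pla2g1b and prss1, where 0.459 would be drawn by chance (adjusted p 2.8e-04). Summed FPKM of the list was 8693, 687 and 2964 in the VR intestines and 2124, 214 and 818 in the VS intestines (exact two-sided permutation test, p = 0.3). Within replicate numbers 1, 2 and 3, which pair the intestine libraries by the correlation of their deviations, the log2 ratio of VR over VS was 2.03, 1.68 and 1.86, so the spread between replicates was largely shared by the pairs (exact sign-flip permutation test, chosen after the values were seen, p = 0.25, the smallest possible with 3 pairs). The gene with the smallest adjusted p was cckar (103387981, chromosome 1, 27388709 to 27393364), with 1.27, 0.87 and 1.09 FPKM in the VR intestines and 0.31, 0.45 and 0.38 in the VS intestines. Its log2 fold change was 1.47 (standard error 0.31, edgeR adjusted p = 0.109). FPKM of prss1 (103388534, chromosome 13, 10290791 to 10292108) was 3866, 219 and 1400.4 in the VR intestines and 985, 8.61 and 313 in the VS intestines. Of 19 serine-type endopeptidase genes found by symbol, neither edgeR nor DESeq2 called any, 2 had an unadjusted p under 0.05, and the authors' deposited table holds prss1 alone of 15 (adjusted p 0.511). These genes summed to 2833 ± 1923 FPKM in VR intestines and 1517 ± 383 in VS intestines (SD, n = 3, exact permutation test, p = 0.3). By replicate number 1, 2 and 3 the sum was 4969, 1240 and 2292 in VR fish and 1939, 1194 and 1417 in VS fish. The smallest adjusted p was that of tmprss4a (103378440, chromosome 4, 16688471 to 16701854), with a log2 fold change of 0.69 (standard error 0.19, edgeR adjusted p = 0.155).

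**Figure D2:**
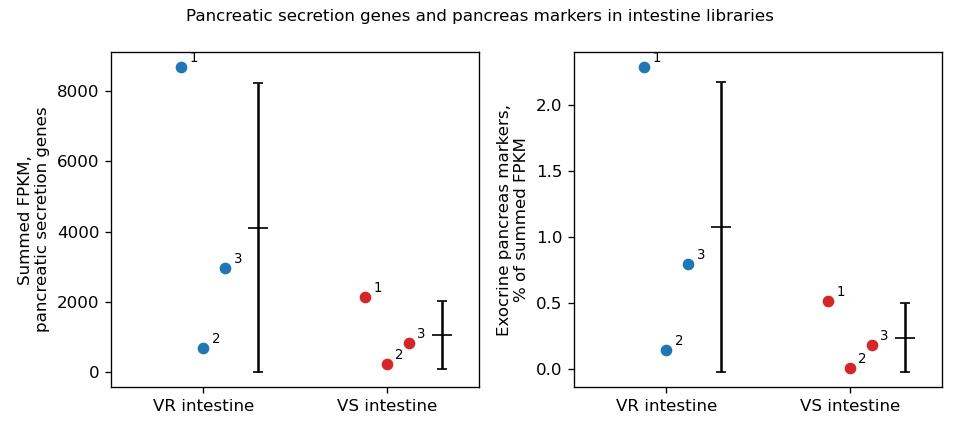
Summed FPKM of 26 pancreatic secretion genes (left) and the percentage of summed FPKM in 6 exocrine pancreas marker genes (right) in each intestine library. Points are libraries with their replicate number and bars are the mean and SD of 3 libraries. VR intestine 1 is the highest in both panels.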

The down-expressed genes were significantly enriched in “fatty acid metabolism” “phagosome” and “apoptosis”, as well as a GO term of “phospholipid catabolic process” (q < 0.05).

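For the down-expressed processes in intestine, 47 fatty acid metabolism, 87 phagosome, 104 apoptosis and 58 phospholipase genes were tested, and edgeR called none of them. An unadjusted p under 0.05 was found for 17, 25, 19 and 15 of these genes. DESeq2 called acads, acox3 and cpt1ab of fatty acid metabolism (hypergeometric test, adjusted p 0.036), calr and rac2 of the phagosome list (adjusted p 0.436), and none of the apoptosis and phospholipase lists. The authors' deposited table holds 3, 3, 1 and 1 of these lists among its 260 down-expressed DEGs (adjusted p 0.104, 0.314, 0.907 and 0.776). A rotation test of all members of a list at once, edgeR's fry, gave adjusted p of 0.080, 0.052, 0.238 and 0.299, and 13 of the 47 fatty acid metabolism genes and 24 of the 87 phagosome genes were higher in VR fish. Summed FPKM was 2216 ± 68.9 in VR and 2162 ± 147 in VS intestines for fatty acid metabolism (SD, n = 3, exact permutation test, p = 0.6) and 7853 ± 674 and 8738 ± 1287 for the phagosome (SD, n = 3, exact permutation test, p = 0.4). For apoptosis it was 7284 ± 499 and 7645 ± 1463 (SD, n = 3, exact permutation test, p = 0.9), and for phospholipases 1275 ± 504 and 817 ± 139.96 (SD, n = 3, exact permutation test, p = 0.2). By replicate number 1, 2 and 3, the phagosome sum was 7368, 8622 and 7568 in VR intestines. It was 7779, 10201 and 8234 in VS intestines, so it was lower in VR fish within each number. The phospholipase sum was higher in VR fish within each number, and those of fatty acid metabolism and apoptosis went both ways. These 4 sums were not tested within numbers. Of the phospholipase sums, pla2g1b, also an exocrine pancreas marker, had 556 ± 593 and 115 ± 126 FPKM (SD, n = 3), and 22 of the 58 genes were higher in VR fish, with a median log2 fold change of -0.16 over the list. The gene with the smallest adjusted p of each list was acox3 (103391807, chromosome 1, 34093827 to 34114762), calr (103393161, chromosome 2, 1129407 to 1134158), casp17 (103389354, chromosome 14, 5612333 to 5615531) and pld3 (103377883, chromosome 4, 7505067 to 7515853). acox3 had 13.3 ± 1.72 FPKM in VR fish and 28.8 ± 3.30 in VS fish (SD, n = 3), a log2 fold change of -1.19 (standard error 0.14, edgeR adjusted p = 0.052). calr was listed at 0 in all VR intestines and had 14.6, 9.98 and 17.2 FPKM in the VS intestines. casp17 was higher in VR fish, with 53.6 ± 12.3 against 16.8 ± 6.91 FPKM (SD, n = 3, edgeR adjusted p = 0.073), and pld3 had a log2 fold change of -0.59 (standard error 0.12, edgeR adjusted p = 0.105).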

### Weighted gene correlation network analysis (WGCNA)

To gain a holistic and comprehensive gene expression landscape, we used the total 30 RNA-seq datasets, including the newly generated 18 datasets and the previously released 12 datasets, to construct a multiple-organ gene co-expression network.

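The 30 libraries, 6 from each of the 5 organs, were used as FPKM and as RSEM counts, with total counts from 23612079 to 32067761 (median 27658204). Between 17678 and 21159 genes were listed per library, and 14789 genes in every library. The authors' module assignments were not used here. A network was instead built anew from the FPKM values, as unsigned topological overlap with average linkage, and clusters were taken at a fixed height of 0.99 with at least 30 genes each. Each pathway or cell type that the paper names for an organ was also given a score per library, the mean over its genes of log2(FPKM + 1) centred on each gene's mean over the 30 libraries. The score of the 6 libraries of an organ was compared with that of the 24 others by a two-sided permutation test with 100000 resamples, adjusted over the 10 scores tested.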

First, we filtered and normalized the genes based on (1) the FPKM value was larger than 1; (2) genes had the FPKM values in more than 16 samples; (3) adjusted the artifacts to make every gene follow an approximate normal distribution. As a result, 20512 genes were used in the normalized expression matrix. 

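In the deposited FPKM values, 13355 genes were above 1 FPKM in more than 16 of the 30 libraries, and these were used for the clusters. Reading the filter as any value above 0 in more than 16 libraries gave 20141 genes, adding a value above 1 in at least 1 library gave 17972, and a mean FPKM above 1 gave 15755.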

Using the mean FPKM values of these genes, we constructed a gene co-expression network and identified the gene co-expression modules with the R package ‘WGCNA’^25,26^. The optimal soft thresholding power of 30 for adjacency computation was graphically determined when the degree of independence was 0.8. 

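At power 30, the signed R2 of the scale-free fit over 10 bins of connectivity was 0.740 for FPKM and 0.783 for log2(FPKM + 1). It was 0.513 at power 6, 0.678 at power 12 and 0.734 at power 20 for FPKM. Mean connectivity fell from 1233 at power 6 to 60.1 at power 30.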

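Average linkage of the topological overlap at power 30 gave 24 clusters holding 11059 of the genes, the largest with 6684 genes and the smallest with 30. At a height of 0.95 there were 42 clusters with 7448 genes, and 17 clusters on the log2(FPKM + 1) scale. A fixed height was used in place of the dynamic tree pruning of the paper.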

Subsequently, the cutreeDynamic function was used for tree pruning of the gene hierarchical clustering dendrograms, resulting in 15 co-expression modules constructed with corresponding Eigengenes (Fig. 2A). Module-sample associations were estimated using the Spearman correlation coefficient analysis between the module eigengenes and tissues type. As a result, we identified 12 modules that were strongly correlated with different tissue types, which was visualized as a heatmap (Fig. 2B). 

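The first principal component of each of the 24 clusters, oriented with its genes, was compared with each organ by Spearman correlation, and a cluster was assigned to the organ with the largest positive rho. The rule was set to positive values after the first result was seen, because ties in the size of rho had named liver for most clusters. With 6 libraries of an organ against 24, rho cannot exceed 0.693. By a permutation test of the largest of the 5 correlations, chosen later so that the choice of organ is part of the test, and adjusted over clusters, 21 of the 24 had an adjusted p under 0.05: 6 for gill, 5 for intestine, 4 for skin, 3 for liver and 3 for spleen. Without the choice of organ in the test the number was 22, with 7 for gill.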

All these tissues might be involved in the determination or regulation of the disease resistance.

**Fig. 2:**
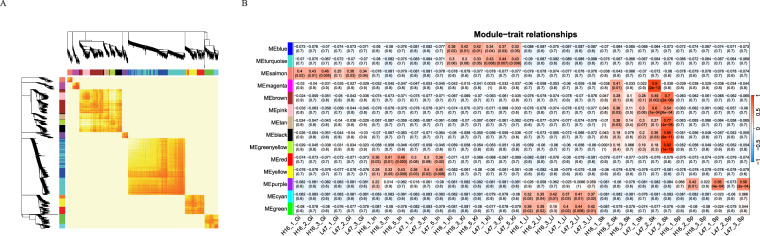
Multiple-tissue gene co-expression network for vibriosis resistance in the tongue sole. (**A**) Hierarchical clustering dendrograms of the co-expressed genes in the modules were identified by WGCNA. A total of 15 modules are colored on the left and top side. The heatmap shows the Person’s association matrix among all genes in the analysis. Yellow color represents low associations and progressively darker red color represents higher associations between genes. (**B**) Associations between co-expressed gene modules and tissue types. Each row corresponds to a module, and each column to a sample. Each cell contains the corresponding correlation with a p-value. The table is color-coded by correlation with intensity and directions of correlations indicated on the right side of the heatmap.

**Fig. 3:**
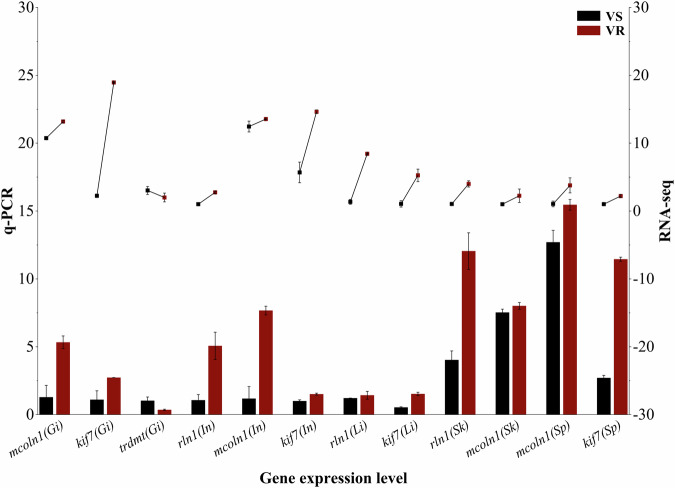
Q-PCR validation of the gene expression levels obtained from RNA-seq. VS: vibriosis susceptible fish, VR: vibriosis resistant fish. Bar height indicates the gene expression level measured by q-PCR (left Y-axis, relative expression measured by ΔΔCt method) and line graph represents RNA-seq measurements (right Y-axis, Fragments Per Kilobase Million, FPKM). X-axis shows gene names with tissues in parentheses.

Genes in the salmon module had a significant correlation with the gill samples and were significantly enriched in KEGG pathways of “nitrogen metabolism” and “proximal tubule bicarbonate reclamation” (*q* < 0.05), as well as GO_MF terms of “ammonium transmembrane transporter activity” (*q* < 0.05).

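The score of 21 nitrogen metabolism and ammonium transport genes was 1.42 higher in gill than in the other organs on the log2 scale (permutation test, adjusted p 3.3e-05), and all 6 gill libraries lay above the 24 others. Bicarbonate reclamation genes, 23 by symbol, scored 0.30 higher (permutation test, adjusted p 3.0e-04), with 2 of the 6 gill libraries above all others and VR intestine 3 the highest of the rest. Of the 23 genes 9 were higher in gill, and 3 of them, slc9a3.1, ca4a and atp1a3b, with log2 differences of 5.46, 3.69 and 2.41, carried the score. Of the members highest in gill, rhcga (103378888, chromosome 5, 7589195 to 7596492) had 252 ± 44.4 FPKM in gill and 5.40 ± 6.17 in skin, the organ next to it (SD, n = 6). For rhbg (103388713, chromosome 13, 15379038 to 15395726) FPKM was 331 ± 12.4 in gill and 15.9 ± 13.7 in skin (SD, n = 6), and for ca6 (103385053, chromosome 10, 12293587 to 12299102) 113 ± 20.1 and 13.3 ± 4.39. Of the bicarbonate genes, slc9a3.1 (103393986, chromosome 18, 2386097 to 2393294) had 58.96 ± 9.04 FPKM in gill and 2.42 ± 2.15 in skin, and ca4a (103395169, chromosome 19, 8918746 to 8926525) 96.9 ± 25.5 in gill and 25.5 ± 11.2 in liver (SD, n = 6). FPKM of atp1a3b (103387990, chromosome 13, 1586544 to 1603816) was 51.0 ± 8.38 in gill and 53.3 ± 10.5 in skin (SD, n = 6).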

The purple module had a correlation with spleen. Genes in this module were overrepresented in the digestive system, such as “pancreatic secretion”, “protein digestion and absorption” and “fat digestion and absorption” (*q* < 0.05), as well as GO_MF terms of a series of “peptidase activity” (*p* < 0.05).

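The score of 6 exocrine pancreas genes, cel.2, cpa5, cpb1, pdia2, pla2g1b and prss1, was 4.71 higher in spleen than in the other organs on the log2 scale (permutation test, adjusted p 6.6e-04). The scores of the spleen libraries spread from -0.27 to 5.64, and VR intestine 1, at 4.53, lay above 3 of the 6. All 6 genes fell in 1 of the new clusters, of 40 genes, whose first component had a rho of 0.54 with spleen (permutation test of the largest of 5 organ correlations, adjusted p 0.0059) and was highest in VS spleen 3 and VS spleen 1. FPKM of prss1 in spleen was 2141, 7260.4 and 1380.4 in the VR fish and 8068, 135 and 8913 in the VS fish. The SD over the 6 spleens was 3848 FPKM around a mean of 4650 for prss1, and 1877 around 2049.5 for pla2g1b (103398107, chromosome Z, 14915794 to 14916890). For cpb1 (103377267, chromosome 3, 10925548 to 10932434) it was 2330.2 around 2833.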

The cyan and green modules, which were strongly correlated with the liver tissue, were enriched in the KEGG pathways of “complement and coagulation cascades” and “phagosome” (*q* < 0.05).

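Complement and coagulation genes, 25 by symbol, scored 5.05 higher in liver than in the other organs on the log2 scale (permutation test, adjusted p 3.3e-05), with all 6 livers above all other libraries and VS spleen 3 the next highest. FPKM of fgb (103389626, chromosome 1, 28744126 to 28748634) was 4086 ± 792 in liver and 279 ± 442 in spleen (SD, n = 6). For kng1 (103396573, chromosome 2, 8152928 to 8156818) it was 5335 ± 1796 and 150.5 ± 242, and for fgg (103383611, chromosome 9, 6594462 to 6598378) 3238 ± 244 and 347 ± 607 (SD, n = 6). Of the new clusters, 1 of 302 genes with its highest values in liver held 6 of the 14 complement genes in the network, where 0.317 would fall by chance (exact hypergeometric test, adjusted p 2.0e-05). The 93 phagosome genes scored lower in liver than elsewhere, with a difference of -1.80 (permutation test, adjusted p 3.3e-05), and 6 of them were higher in liver. Of these, colec11 (103377957, chromosome 1, 8817582 to 8820286) had 14.9 ± 2.50 FPKM in liver and 2.42 ± 3.63 in spleen, and atp6v1e1a (103380037, chromosome 6, 9032272 to 9035455) 32.3 ± 7.55 and 23.985 ± 4.21 (SD, n = 6). FPKM of calr3b (103396470, chromosome 20, 9750017 to 9753835) was 209 ± 58.0 in liver and 132 ± 43.3 in intestine (SD, n = 6).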

The modules in the red and yellow color were correlated with intestine. 

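Of 3 pathways scored in intestine, renin-angiotensin genes, 13 by symbol, were 1.78 higher than in the other organs on the log2 scale and mineral absorption genes, 27 by symbol, 0.89 higher (permutation test, adjusted p 3.3e-05 for each). In both cases all 6 intestine libraries lay above the 24 others, while 7 of the 13 and 18 of the 27 genes were higher in intestine, so the renin-angiotensin score does not stand for each gene. Glycosphingolipid biosynthesis genes, 28 by symbol, had a difference of -0.59 between intestine and the other organs, which did not pass an adjusted p under 0.05 (permutation test, adjusted p 0.052), and 11 of them were higher in intestine. Their mean score was -0.47 in intestine, -0.96 in liver, 0.83 in spleen, 0.50 in gill and 0.093 in skin, so intestine was not the lowest organ. FPKM of enpep (103387836, chromosome 1, 26454580 to 26468188) was 847 ± 301 in intestine and 0.72 ± 0.188 in skin, the organ next to it, and that of ace (103382106, chromosome 8, 10698348 to 10719068) 143 ± 28.0 and 2.96 ± 0.742 in gill (SD, n = 6). Of the mineral absorption genes, slc5a1 (103389076, chromosome 14, 1713034 to 1721049) had 248 ± 29.5 FPKM in intestine and 0.395 ± 0.219 in liver (SD, n = 6). FPKM of clcn2c (103377833, chromosome 4, 6136388 to 6226966) was 46.6 ± 7.41 and that of slc39a4 (103394289, chromosome 18, 8978807 to 8984957) 20.5 ± 6.24 in intestine, against 1.01 ± 0.248 and 2.34 ± 1.17 in skin (SD, n = 6). The glycosphingolipid genes with the largest log2 difference between intestine and the 24 other libraries together were hexb, glb1 and st6galnac1.1. In intestine hexb (103390001, chromosome 14, 18893085 to 18899585) had 136 ± 36.9 FPKM against 83.3 ± 3.95 in gill (SD, n = 6). FPKM of glb1 (103383516, chromosome 9, 4810432 to 4815688) was 29.5 ± 9.28 in intestine and 46.5 ± 3.94 in gill (SD, n = 6), so glb1 was higher in gill. For st6galnac1.1 (103381823, chromosome 8, 5999340 to 6011758) FPKM was 1.60 ± 0.141 in intestine and 1.51 ± 0.226 in spleen (SD, n = 6).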

Genes in these modules were significantly enriched for “glycosphingolipid biosynthesis”, “endocrine, renin-angiotensin system” and “mineral absorption” pathways (*q* < 0.05).

Genes in the brown, pink, tan, black, magenta and the greenyellow modules were correlated with skin. Among them, the brown, pink, tan and black modules were enriched in a number of cellular community pathways, such as “focal adhesion”, “tight junction”, and “adherens junction” (*q* < 0.05). 

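The score of 165 focal adhesion, tight junction and adherens junction genes was 1.00 higher in skin than in the other organs on the log2 scale (permutation test, adjusted p 0.0031). Of the 6 skin libraries 3 lay above all others, and VS gill 3 was the highest of the rest. Among the VS libraries alone the score was 0.93 higher (permutation test, adjusted p 0.068), and among the VR libraries alone 1.07 higher (permutation test, adjusted p 0.029). In the new network, 19 of the 110 junction genes lay in a cluster of 423 genes highest in skin, where 3.48 would fall by chance (hypergeometric test, adjusted p 1.2e-07), and 23 in a cluster of 894 genes highest in gill (7.36 by chance, adjusted p 3.8e-05). FPKM of col1a1a (103393603, chromosome 17, 14639238 to 14655166) was 4227 ± 766 in skin and 505 ± 212 in gill (SD, n = 6). For actn3b (103386535, chromosome 1, 23282025 to 23305666) it was 421 ± 303 and 18.2 ± 10.6, and for cav3 (103385901, chromosome 11, 3059351 to 3061535) 62.8 ± 59.9 and 5.36 ± 3.24 (SD, n = 6). Mean FPKM of actn3b was 213 in VR skin and 629 in VS skin, and that of cav3 23.0 and 102. Among the leading genes of the muscle cluster described next was actn3b, so muscle tissue in the libraries may raise it.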

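The score of 64 striated muscle genes was 3.81 higher in skin than in the other organs on the log2 scale (permutation test, adjusted p 3.3e-05), with all 6 skin libraries above the 24 others and scores in skin from 1.81 to 4.10. A cluster of 127 genes held 16 of the 23 muscle genes in the network, where 0.219 would fall by chance (hypergeometric test, adjusted p 9.4e-26), and its first component was highest in VS skin 3 and VS skin 2. FPKM of mylpfa (103392671, chromosome 17, 3235239 to 3238955) was 3238 ± 1754 in skin and 119.6 ± 66.5 in gill (SD, n = 6). For mylz3 (103389553, chromosome 14, 11160995 to 11164427) it was 4057 ± 2870.5 and 106 ± 53.7, and myl1 (103392238, chromosome 16, 13633282 to 13638681) had 1185 ± 842 in skin (SD, n = 6).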

The greenyellow module was mainly enriched for “cardiac muscle contraction” and signal transduction pathways, such as “calcium signaling pathway” and “cGMP-PKG signaling pathway” (*q* < 0.05).

Overall, our results suggest that resistance to *Vibrio* involves a multifaceted response encompassing metabolic adaptations, immune signaling, and tissue-specific gene expression patterns. These findings have implications for understanding the molecular basis of resistance and can inform the development of breeding strategies aimed at enhancing disease resistance in aquaculture species.

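Over the 5 organs, edgeR called 83 genes in any organ, of which 82 were called in 1 organ and 1, LOC103381409, in 3, always up-expressed in VR fish. LOC103381409 was called in spleen, gill and skin. DESeq2 called 1919 genes, 87.2% of them in 1 organ, and 204 in several organs with the same direction in each. The authors' deposited table holds 3864 DEGs, 76.4% of them in 1 organ, and 910 in several organs, of which 668 have the same direction everywhere. For each of the 10 pairs of organs, more DEGs of the deposited table were shared than chance gives, from 1.93 times in liver and spleen to 8.48 times in intestine and gill (hypergeometric tests, adjusted p from 3.8e-139 to 8.2e-16). Genes are not independent in these tests. A gene called in 1 organ is not thereby shown to differ between organs, and the difference itself was tested in one edgeR fit over 30 libraries. Of 20009 genes tested there, 522 had a VR over VS difference that varied between the 5 organs at an adjusted p under 0.05. From the DEGs and the modules together, the paper proposes that resistance combines metabolic and immune changes with expression patterns particular to each organ.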

## Data Records

The raw data generated from Illumina HiSeq 2000 sequencing platform have been deposited in the NCBI Sequence Read Archive (SRA) database under the NCBI project (https://www.ncbi.nlm.nih.gov/bioproject/) with an accession number of PRJNA785712^27^.

The gene expression data, including gene count, FPKM values and the DEGs set, have been deposited in the GEO database with an accession number of GSE270251^28^.

The gene expression matrix used for gene co-expression network inference, and gene co-expression network analysis results including genes per module are available at Figshare^29^.

## Technical Validation

To validate the gene expression levels obtained by RNA-Seq method, we carried out qPCR analyses to quantify the mRNA levels of 12 randomly selected genes from different tissues. The consistent results of qPCR and RNA-seq indicated that the RNA-Seq results were reliable for further analyses (Fig. 3).

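Fig. 3 shows kif7, rln1 and trdmt1 by symbols that the annotation also holds, and their RNA-Seq values are given here. The qPCR values were not analysed here. In gill, kif7 (103379186, chromosome 5, 14432260 to 14442481) had 18.9 ± 1.67 FPKM in VR fish and 2.25 ± 0.181 in VS fish (SD, n = 3, exact permutation test, p = 0.1, the smallest possible). Its log2 fold change from counts was 1.94 (standard error 0.12, edgeR adjusted p = 0.0036), between 1.90 and 2.01 with each library left out in turn. The other differences of these 3 genes shown in Fig. 3 were not called by edgeR, and mcoln1 of Fig. 3 was not analysed here. In spleen, kif7 had 11.4 ± 3.04 and 2.70 ± 0.188 FPKM (SD, n = 3, exact permutation test, p = 0.1), and in intestine 14.6 ± 3.15 and 5.69 ± 2.62 (SD, n = 3, exact permutation test, p = 0.1). In liver it had 0.45, 2.60 and 2.78 FPKM in the VR fish and 0.49, 0.52 and 0.58 in the VS fish (exact permutation test, p = 0.4). FPKM of kif7 in gill differed 8.43-fold between the group means but its counts 4.21-fold, and the gene length implied by RSEM was 2088 bases in VR gill and 4545 in VS gill. FPKM of rln1 (103389122, chromosome 14, 2711185 to 2712545) was 2.75 ± 0.675 in VR and 1.01 ± 0.147 in VS intestine (SD, n = 3, exact permutation test, p = 0.1), and 12.0 ± 3.41 and 4.03 ± 1.15 in skin (SD, n = 3, exact permutation test, p = 0.1). In liver it was 1.22, 1.63 and 7.64 in the VR fish and 2.02, 1.22 and 1.21 in the VS fish (exact permutation test, p = 0.6). The log2 ratio of 1.24 in liver became -0.058 without VR liver 3. In gill, trdmt1 (103376850, chromosome 3, 326687 to 337841) had 1.54, 2.45 and 0 FPKM in the VR fish and 2.84, 2.56 and 3.69 in the VS fish (exact permutation test, p = 0.1), a log2 ratio of -1.19 that became -1.98 without VR gill 2. An edgeR interaction test adjusted over these 3 genes alone did not show that their VR over VS difference varied between organs (adjusted p from 0.425 to 0.971). The log2 fold change of trdmt1 was -0.37 in liver, -2.38 in spleen, -1.96 in intestine and -1.17 in gill. In skin the fit gave -8.79, but trdmt1 had 0 counts in all VR skin libraries, so the size of this value is not a measured fold. The paper reasons from the likeness of qPCR and RNA-Seq values that its RNA-Seq results are reliable.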

## Data Availability

The authors declare that no custom code was used.

## References

[1] Ina‐Salwany, M. *et al*. Vibriosis in fish: a review on disease development and prevention. **31**, 3-22 (2019).10.1002/aah.1004530246889

[2] Sindermann, C. J. H. M. Disease in marine aquaculture. **37**, 505-530 (1984).

[3] Li, Y. *et al*. Genetic analysis of disease resistance to Vibrio harveyi by challenge test in Chinese tongue sole (Cynoglossus semilaevis). *Aquaculture***503**, 430–435 (2019).10.1016/j.aquaculture.2019.01.011

[4] Yáñez, J. M., Houston, R. D. & Newman, S. Genetics and genomics of disease resistance in salmonid species. *Frontiers in genetics***5**, 415, 10.3389/fgene.2014.00415 (2014).25505486 10.3389/fgene.2014.00415PMC4245001

[5] Basset, C., Holton, J., O’Mahony, R. & Roitt, I. Innate immunity and pathogen-host interaction. *Vaccine***21**(Suppl 2), S12–23, 10.1016/s0264-410x(03)00195-6 (2003).12763678 10.1016/s0264-410x(03)00195-6

[6] Marsden, M. J., Freeman, L. C., Cox, D. & Secombes, C. J. Non-specific immune responses in families of Atlantic salmon, *Salmo salar*, exhibiting differential resistance to furunculosis. *Aquaculture***146**, 1–16, 10.1016/S0044-8486(96)01358-0 (1996).10.1016/S0044-8486(96)01358-0

[7] Michel, C. & Hollebecq, M. G. Independence of phagocytic activity and susceptibility to furunculosis in families of rainbow trout (*Oncorhynchus mykiss*) genetically selected for differential resistance. *Fish Shellfish Immunol***9**, 81–93, 10.1006/fsim.1998.0178 (1999).10.1006/fsim.1998.0178

[8] Houston, R. D. *et al*. Detection and confirmation of a major QTL affecting resistance to infectious pancreatic necrosis (IPN) in Atlantic salmon (*Salmo salar*). *Developments in biologicals***132**, 199–204, 10.1159/000317160 (2008).18817302 10.1159/000317160

[9] Palti, Y. *et al*. Detection and validation of QTL affecting bacterial cold water disease resistance in rainbow trout using restriction-site associated DNA sequencing. *PloS one***10**, e0138435, 10.1371/journal.pone.0138435 (2015).26376182 10.1371/journal.pone.0138435PMC4574402

[10] Vallejo, R. L. *et al*. Similar genetic architecture with shared and unique quantitative trait loci for bacterial cold water disease resistance in two rainbow trout breeding populations. *Frontiers in genetics***8**, 156, 10.3389/fgene.2017.00156 (2017).29109734 10.3389/fgene.2017.00156PMC5660510

[11] Geng, X. *et al*. A genome-wide association study in catfish reveals the presence of functional hubs of related genes within QTLs for columnaris disease resistance. *BMC genomics***16**, 196, 10.1186/s12864-015-1409-4 (2015).25888203 10.1186/s12864-015-1409-4PMC4372039

[12] Robledo, D., Gutiérrez, A. P., Barría, A., Yáñez, J. M. & Houston, R. D. Gene expression response to sea lice in Atlantic salmon skin: RNA sequencing comparison between resistant and susceptible animals. *Frontiers in genetics***9**, 287, 10.3389/fgene.2018.00287 (2018).30123239 10.3389/fgene.2018.00287PMC6086009

[13] Tadmor-Levi, R. *et al*. Different transcriptional response between susceptible and resistant common carp (*Cyprinus carpio*) fish hints on the mechanism of CyHV-3 disease resistance. *BMC genomics***20**, 1019, 10.1186/s12864-019-6391-9 (2019).31878870 10.1186/s12864-019-6391-9PMC6933926

[14] Han, Z. *et al*. Transcriptome profiling of immune-responsive genes in the intestine of *Cynoglossus semilaevis* Günther challenged with *Shewanella algae*. *Fish Shellfish Immunol***80**, 291–301, 10.1016/j.fsi.2018.06.007 (2018).29886138 10.1016/j.fsi.2018.06.007

[15] Xu, H. *et al*. Comparative transcriptome profiling of immune response against *Vibrio harveyi* infection in Chinese tongue sole. *Scientific data***6**, 224, 10.1038/s41597-019-0231-2 (2019).31641148 10.1038/s41597-019-0231-2PMC6805913

[16] Chen, S. L. *et al*. Development and characterization for growth rate and disease resistance of families in half-smooth tongue sole(*Cynoglossus semilaevis*). *J. Fisheries China***34**, 1789–1794, 10.3724/SP.J.1231.2010.07026 (2010).10.3724/SP.J.1231.2010.07026

[17] Zhou, Q. *et al*. Genome-wide association mapping and gene expression analyses reveal genetic mechanisms of disease resistance variations in *Cynoglossus semilaevis*. *Frontiers in genetics***10**, 1167, 10.3389/fgene.2019.01167 (2019).31824570 10.3389/fgene.2019.01167PMC6880758

[18] Zhou, Q. *et al*. Genomics and transcriptomics reveal new molecular mechanism of vibriosis resistance in fish. *Frontiers in immunology***13**, 974604, 10.3389/fimmu.2022.974604 (2022).36304468 10.3389/fimmu.2022.974604PMC9592550

[19] Breuer, K. *et al*. InnateDB: systems biology of innate immunity and beyond–recent updates and continuing curation. *Nucleic acids research***41**, D1228–1233, 10.1093/nar/gks1147 (2013).23180781 10.1093/nar/gks1147PMC3531080

[20] Chen, S. L. *et al*. Isolation of female-specific AFLP markers and molecular identification of genetic sex in half-smooth tongue sole (*Cynoglossus semilaevis*). *Marine biotechnology (New York, N.Y.)***9**, 273–280, 10.1007/s10126-006-6081-x (2007).17308998 10.1007/s10126-006-6081-x

[21] Zhou, Q., Su, X., Jing, G., Chen, S. & Ning, K. RNA-QC-chain: comprehensive and fast quality control for RNA-Seq data. *BMC genomics***19**, 144, 10.1186/s12864-018-4503-6 (2018).29444661 10.1186/s12864-018-4503-6PMC5813327

[22] Li, B. & Dewey, C. N. RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. *BMC bioinformatics***12**, 323, 10.1186/1471-2105-12-323 (2011).21816040 10.1186/1471-2105-12-323PMC3163565

[23] Tarazona, S., García-Alcalde, F., Dopazo, J., Ferrer, A. & Conesa, A. Differential expression in RNA-seq: a matter of depth. *Genome research***21**, 2213–2223, 10.1101/gr.124321.111 (2011).21903743 10.1101/gr.124321.111PMC3227109

[24] Jung, Y. & Han, D. BWA-MEME: BWA-MEM emulated with a machine learning approach. *Bioinformatics (Oxford, England)***38**, 2404–2413, 10.1093/bioinformatics/btac137 (2022).35253835 10.1093/bioinformatics/btac137

[25] Langfelder, P. & Horvath, S. Eigengene networks for studying the relationships between co-expression modules. *BMC systems biology***1**, 54, 10.1186/1752-0509-1-54 (2007).18031580 10.1186/1752-0509-1-54PMC2267703

[26] Langfelder, P., Zhang, B. & Horvath, S. Defining clusters from a hierarchical cluster tree: the Dynamic Tree Cut package for R. *Bioinformatics (Oxford, England)***24**, 719–720, 10.1093/bioinformatics/btm563 (2008).18024473 10.1093/bioinformatics/btm563

[27] *NCBI Sequence Read Archive*https://identifiers.org/ncbi/insdc.sra:SRP351512 (2022).

[28] *GEO*https://identifiers.org/geo/GSE270251 (2024).

[29] Chen, Q-C. *et al*. Multi-organ transcriptomic profiles and gene-regulation network underlying vibriosis resistance in tongue sole. *figshare*10.6084/m9.figshare.c.7045919.v1 (2024).10.6084/m9.figshare.c.7045919.v139048589

How the deposited data were processed for this re-analysis (not part of the article)

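RNA of liver, spleen, intestine, gill and skin from vibriosis resistant (VR) and susceptible (VS) tongue soles was sequenced by the authors, in 3 libraries per organ and group and 30 libraries in all. The VR fish belong to 1 family and the VS fish to another. Following the paper's methods, reads were filtered with RNA-QC-Chain, mapped to the tongue sole genome with BWA and quantified with RSEM, and DEGs were found with NOIseq. The deposited files hold, for each library, expected counts that need not be whole and FPKM values, and for each organ a table of the authors' DEGs with group mean FPKM, log2 ratio and NOIseq probability. Between 72.7% and 81.4% of the listed counts were whole numbers, taken exactly as listed with no tolerance. The lowest listed FPKM was 0.01, and genes without a value in a library are not listed for it. The authors' group means in the DEG tables matched the means of the deposited FPKM, with unlisted values at 0.01, for 10122 of 10122 values within 0.001.

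Totals of expected counts ranged from 23612079 to 32067761 per library, which limits genes with few counts, where a count of 0 allows up to 3 counts by counting error alone. Reads without molecular identifiers are not independent molecules, so counting error is a lower limit of the error. Replicates of a group differed by 37.7 to 723 times the counting variance per gene, a mean that abundant genes dominate. Genes were named from the NCBI annotation of the Cse_v1.0 assembly, the paper's genome build. Of 22467 genes, 1197 carry no NCBI identifier and 7595 have only a LOC number as symbol, so lists of genes made from symbols miss members. Gene descriptions and pathway annotations were not used here, and each list was written from gene symbols before the data were examined.

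For the VR against VS comparison in each organ, rounded expected counts were filtered with filterByExpr, scaled by TMM and tested with edgeR 4.0.16 (glmQLFit, glmQLFTest) in R 4.3.3. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1. Standard errors of log2 fold changes are the fold change divided by the square root of its F statistic. The alternatives set before the data were examined were DESeq2 1.42.0, RLE factors, no filter on low counts, no fold threshold, limma 3.58.1 on log2(FPKM + 1) and log2(FPKM + 0.1) with genes above a mean of 1 FPKM, one edgeR fit over all 30 libraries, the replicate number as a block, each library left out in turn, genes of other organs left out, and NOISeq rebuilt from its publication with a probability of at least 0.9. Chosen after the data were examined were the share of counts on W-linked genes as a covariate, NOISeq rebuilt with unlisted genes at 0.01 FPKM, and a rule of a 2-fold difference with 1 FPKM in the higher group and no test. The W covariate and the fit over 30 libraries use the same call rule. A leave-one-out fit has 2 libraries in a group, so its spread comes largely from the other group and from the prior over genes.

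Whether replicate numbers pair the libraries was checked by correlating, across genes, the deviation of each VR library from its group mean with that of the VS library of the same number. Genes are not independent replicates in this check. In intestine the correlations were 0.339, 0.484 and 0.117 for numbers 1, 2 and 3, and all lay above 0.1, the limit for treating numbers as pairs, while in each of the other organs at least 1 lay below it. The other 9 splits of the 6 libraries of each organ into 3 and 3 were tested in the same way as VR against VS. The tests were first run on counts simulated from negative binomial distributions with the means and spreads of these data, with 200 changed genes per organ. Simulated libraries were drawn independently, with edgeR's moderated spread per gene. None of them held raised transcripts of another organ, as VS spleen 1 and 3 do. The rates that follow thus need not hold for the real libraries. At a simulated log2 fold change of 2 edgeR recovered 27.3% of the changed genes in liver, 86% in spleen, 81% in intestine, 87.9% in gill and 61% in skin, with 5 to 13 false calls. DESeq2 recovered 64% in liver, 93% in spleen, 89% in intestine, 94% in gill and 83% in skin, with 75, 53, 48, 20 and 55 false calls.

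Lists made for pathways and GO terms that the paper's text names for DEGs were tested with a one-sided hypergeometric test of called against tested genes, adjusted over 13 tests. Metabolic pathways as a whole had no list and were not tested. As alternatives the calls of DESeq2, the authors' deposited DEGs and calls with no fold threshold were used, and, chosen later, edgeR's rotation test fry and lists without members that share only a symbol pattern. Scores of 10 pathways or cell types per organ were compared by two-sided permutation tests with 100000 resamples, with log2(FPKM + 0.1), no filter on genes and VR or VS libraries alone as alternatives, and an exact test over every choice of 6 of the 30 libraries chosen later. Among genes above 1 FPKM in more than 16 libraries, the network was built with numpy 2.4.6 and scipy 1.17.1 in Python 3.11.15 as unsigned topological overlap at power 30, with average linkage at a height of 0.99 and clusters of at least 30 genes. The assignment of clusters to the organ of largest positive correlation was changed after the first result was seen. A permutation test of the largest of the 5 organ correlations and a sign-flip test within the intestine pairs were also chosen later.

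Marker lists for hepatocytes (16 genes), exocrine pancreas (6), striated muscle (67), erythrocytes (21) and lymphocytes (15) were written before the data were examined and are reported as their share of the summed FPKM of each library. The erythrocyte and lymphocyte patterns also matched genes that are not markers, such as hbegfa and ighmbp2. Genes were called liver-enriched at a mean liver FPKM of at least 5 and at least 10 times the mean of gill, skin and intestine, which left out the spleen libraries. By a rule fixed before the data were examined, named genes are the 3 called genes with the largest and the 3 with the lowest fold change in each organ among those with a mean count of at least 50 in the higher group and no overlap, the member of each list with the smallest adjusted p where none was called, the 3 members of each score with the largest difference, and the genes of Fig. 3. The qPCR measurements, the raw reads, the authors' modules and enrichment tables were not analysed here. One gene that the rule selects for a score in intestine is not reported here. Of the genes in Fig. 3, mcoln1 was not analysed here because no gene of the annotation used carries that symbol.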

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

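The tests reported here were chosen only after the result was seen, except the marker shares, set before the data were examined, and the test of the W-linked ratios within libraries between the levels.

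The VR over VS difference varied between the 5 organs for 522 of 20009 genes at an adjusted p under 0.05, by the interaction term of one edgeR fit over all 30 libraries. Of the genes named at the claims, this held for LOC103385329 (adjusted p 0.0050), and4 (0.010), LOC103395908 (0.012), cyp11c1 (0.015), pcbd1 (0.029) and LOC103380488 (0.035). For and4 the log2 fold changes were -0.48 in liver, -2.38 in spleen, -0.28 in intestine, -6.09 in gill and -4.69 in skin. For LOC103395908 they were 0.25, -0.67, -0.12, -0.96 and -2.24, and for LOC103380488 2.58, 0.17, 2.50, 0.52 and 3.48, in the same order of organs. LOC103385329 had -0.32, -0.40, -6.90, -5.98 and -3.79. For pcbd1 the change was -3.09 in spleen and between -0.37 and -0.03 in the other organs, and for cyp11c1 -3.66 in spleen and between -0.04 and 1.51 elsewhere. The fit shares 1 spread among organs although the spread in liver was larger. The cause of the differences between organs was not tested for single genes. In spleen, pcbd1 may follow the liver transcripts described next. The Spearman correlation of 0.874 given there for VS spleen 3 is over all 332 liver-enriched genes and is not a value of pcbd1. A biological difference between organs was not tested further.

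Hepatocyte markers, 16 genes such as fabp10a, ttr and tfa, made up 3.15% of the summed FPKM in VS spleen 3 and 1.10% in VS spleen 1, a signal in spleen that the paper does not report. The other 4 spleen libraries held 0.0040% to 0.0313%, and the 6 livers 16.0% to 22.0%. The 6 intestines held 1.84% to 4.07%, where apoa1b is abundant, VS skin 1 0.165% and the other 5 skins 0.0119% to 0.0389%. All 16 genes have a mean above 1 FPKM in spleen, 16 in liver, 8 in intestine, 10 in gill and 15 in skin, which includes the raised spleens. FPKM of fabp10a was 277 and 1164.6 in these spleens and 1.59 to 8.29 in the others. What the tables argue against is a difference in library size, since the lower total of the raised libraries was 0.940 of the highest spleen total, although VS spleen 1 had the lowest and VS spleen 3 the highest total of the 6. They also argue against complement genes being switched on by themselves in the spleen of susceptible fish. In the raised libraries the median excess of complement genes, as a share of their liver level, was 11.2% and 23.9%, and that of the 315 other liver-enriched genes 10.3% and 24.6%, so the larger ratio between them was 1.09. Liver tissue or liver RNA in these libraries is a candidate explanation. Over the 332 liver-enriched genes, which were chosen without the spleen libraries, the excess over VR spleens correlated with the level in liver, with a Spearman rho of 0.885 in VS spleen 1 and 0.874 in VS spleen 3, across genes that are not independent replicates. VS spleen 2 had a rho of 0.440 and a median excess of 0.121%. A biological difference between the fish, such as liver cells in the spleen, or a difference between the 2 families, stays open and was not tested.

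W-linked genes, 303 in the deposited data, gave another signal that the paper does not report: 115 of them were above 1 FPKM in VS liver 2, and 16 in VR liver 1. Relative to the highest library of the same organ, the median ratio of W-linked genes was 0.0307 or less in VR liver 1, VR liver 3, VS liver 1 and VR skin 1. In those 4 libraries most W-linked genes were near 0, which argues against reads shared with Z-linked or autosomal copies as the source in the others. The sexes of the sampled fish were not found in the paper's text. Fish of both genetic sexes with 1 fish per number are argued against by 3 of 6 numbers, VR 1, VR 3 and VS 1, whose libraries lay on both sides, with a ratio under 0.2 in one organ and over 0.4 in another. Fig. 2B numbers the intestine fish 1, 3 and 5, which cannot be matched to the numbers 1 to 3 of the labels, but the same 3 numbers lay on both sides without the intestine. For VR 1 the ratios were 0.0043 in liver, 0.0045 in skin, 0.572 in spleen and 0.638 in gill, for VR 3 0.0307 in liver and 0.486 in spleen, and for VS 1 0.0044 in liver and 0.817 in skin. Between a ratio of 0.2 and one of 0.8 lay 12 libraries. In these, the ratio varied little from gene to gene, with a median interquartile range of 0.344 of its median, and so libraries made of several fish, or with tissue of other fish, may explain them. VS gill 1, with a ratio of 0.151 and quartiles of 0.109 and 0.207, lay below these limits and was left out of this test, although it was not near 0, and its spread relative to its median was wider than in each of the 12. Numbers that stand for different fish in different organs, or a wrong label, stay open and were not tested, and so does a biological difference in the sex of the fish. In liver, the split of VR 1, VR 3 and VS 1 from the others gave 145 calls, of which 93 are W-linked, and VR against VS gave 0 by edgeR, 1425 at an unadjusted p under 0.05 and 174 by DESeq2.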

How the results depend on the processing

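Chosen only after the data were examined were the W-linked covariate, unlisted genes at 0.01 FPKM in the rebuilt NOISeq, the rule of 2-fold and 1 FPKM, the fry test, lists without pattern-only members and the exact test of scores, and the cause of a change was not tested unless stated.

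Of the values of the 5 call counts under alternatives that keep all 6 libraries, 24 stayed within 1.5 times the count reported and 39 did not. The counts reported were 0 in liver, 22 in spleen, 0 in intestine, 60 in gill and 3 in skin, with 1425, 4121, 2752, 3340 and 2833 genes at an unadjusted p under 0.05. In this order of organs DESeq2 called 174, 832, 320, 377 and 516 genes, and on simulated counts 75, 53, 48, 20 and 55 of its calls were false. One fit over all 30 libraries called 1061, 592, 130, 24 and 199. NOISeq rebuilt called 16, 204, 59, 31 and 42, and with unlisted genes at 0.01 FPKM 35 in liver, 2.3e+02 in spleen (20 up-expressed and 214 down-expressed), 74 in intestine, 47 in gill and 43 in skin. The rule of 2-fold and 1 FPKM without a test gave 1324, 1053, 640, 661 and 1427. With the replicate number as a block edgeR called 0 in liver, 2 in spleen, 5 in intestine, 5 in gill and 0 in skin, with 1093, 3616, 3085, 3080 and 2056 genes at an unadjusted p under 0.05. With the W-linked share as a covariate 0, 0, 0, 14 and 0 genes were called, with 1031, 3620, 2401, 2089 and 2058 at an unadjusted p under 0.05. Leaving out genes of other organs gave 56 in spleen, 15 in intestine and 4 in skin. limma called 14 genes in spleen and 9 in intestine on log2(FPKM + 1), and 10 in spleen, 6 in intestine and 1 in skin on log2(FPKM + 0.1). Without a filter on low counts edgeR called 23 genes in intestine. RLE factors and no fold threshold left every count within 1.5 times. The 22 calls in spleen, the 60 in gill and the 3 in skin were all among the DESeq2 calls.

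With each library left out in turn, liver gave 0 to 1 calls (1 without VR liver 3) and spleen 0 to 707. Without VS spleen 2, a library without the liver transcripts of VS spleen 1 and 3, 707 genes were called, which kept all 22. Without VR spleen 1 there were 2, without VS spleen 1 there was 1, and without VR spleen 2, VR spleen 3 or VS spleen 3 there were 0, with 3949, 3137 and 3406 genes at an unadjusted p under 0.05. Intestine gave 0 to 110 (110 without VS intestine 2, 6 without VS intestine 1 and 3 without VR intestine 2). Gill gave 6 to 26 (13, 13 and 10 without VR gill 1, 2 and 3, and 26, 6 and 25 without VS gill 1, 2 and 3). Skin gave 0 to 6 (6 without VR skin 3, and 0 without VR skin 2 or any 1 VS skin library).

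Other splits of the libraries cannot exclude chance, since 3 against 3 allow 10 splits. In liver and in intestine VR against VS called 0 genes with edgeR, which every split reaches (10 of 10), so the splits test nothing there, and in spleen, in gill and in skin 1 of 10, the real split alone, reached the count of VR against VS. The largest count in another split was 145 in liver, 0 in spleen, 0 in intestine, 1 in gill and 0 in skin. At an unadjusted p under 0.05 the other splits reached at most 674, 1189, 1535, 797 and 1481 genes, below VR against VS in each organ. By the rule of 2-fold and 1 FPKM the other splits gave medians of 944, 431, 364, 301 and 650 genes, and in intestine 3 of 10 splits gave as many as the real one.

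No list had an adjusted p under 0.05 among the edgeR calls, and 68 values under other calls or tests with all libraries stayed on that side while 10 did not. With DESeq2 calls the adjusted p was 7.2e-15 for complement and coagulation in spleen, 0.036 for immune signaling, 1.8e-12 for aromatic amino acids, 5.3e-04 for oxidoreductases and 0.036 for fatty acid metabolism in intestine. With the authors' deposited DEGs it was 4.6e-15, 0.0048, 2.8e-13 and 0.0033 for the same lists of spleen, and 2.8e-04 for pancreatic secretion in intestine. With single libraries left out, the adjusted p ranged from 2.1e-14 to 1 for complement and coagulation, from 4.6e-14 to 1 for aromatic amino acids and from 4.5e-07 to 1 for oxidoreductases, with the lowest values without VS spleen 2. The edgeR side of this comparison decides little, since edgeR called 0 genes in liver and in intestine (1425 and 2752 at an unadjusted p under 0.05), to which 9 of the 13 lists belong, and no list can pass there. Without a fold threshold edgeR also called 0 genes in these 2 organs, so part of the 68 values could not pass and do not show stability. By fry, the smallest adjusted p of the 13 lists was 0.052, for the phagosome in intestine.

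Of the organ scores 59 values under alternatives kept their direction and side of the threshold and 1 did not: the junction score in skin fell to 0.93 with an adjusted permutation p of 0.068 among VS libraries alone. Fewer libraries were compared there, but the VR libraries alone, equal in number, had a difference of 1.07 with an adjusted permutation p of 0.029. The network filter gave 20141 genes with any FPKM above 0, against 13355, and there were 42 clusters at a height of 0.95, against 24. Genes called in 2 or more organs numbered 910 in the authors' deposited DEGs, against 1, and 2.5e+02 with DESeq2, of which 200 were called in 2 organs, 39 in 3, 6 in 4 and 1 in all 5. For kif7 the log2 fold change from counts was 1.18 in liver, 1.10 in spleen and 1.94 in gill, against FPKM log2 ratios of 1.87, 2.08 and 3.08, and the implied gene lengths differ between the groups. With single libraries left out, the log2 ratio of trdmt1 in gill ranged from -1.98 (without VR gill 2) to -0.60, against -1.19, and that of rln1 in liver from -0.058 (without VR liver 3) to 1.64, against 1.24. With expected counts in place of FPKM, 4 ratios of marker shares were compared, and the log2 ratio of VR over VS went from -6.70 to -6.67 for hepatocytes in spleen, from -0.68 to -0.71 and from 2.17 to 2.26 for exocrine pancreas in spleen and intestine and from -1.38 to -1.32 for muscle in skin, which is within the spread. The shares themselves fell, for erythrocytes in VR gill from 2.57% to 0.482% and for hepatocytes in VR liver from 18.3% to 11.6%. Depth limits genes with few counts, and the recovery of simulated changes was lowest in liver, where the spread between replicates was largest.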

Differences from the paper's values

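The rule of 2-fold and 1 FPKM, the rebuilt NOISeq with unlisted genes at 0.01 FPKM and the W-linked covariate were chosen only after the values were seen, and the other settings before the data were examined.

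For liver the paper gives 1303 DEGs, 649 up and 654 down-expressed, where edgeR called 0, with 1425 genes at an unadjusted p under 0.05. Of the alternatives set before the data were examined, one fit over all 30 libraries came within 1.5 times, with 1061, 625 and 436, and the others did not: DESeq2 called 174, NOISeq rebuilt 16, the fit without VR liver 3 called 1, and the remaining ones 0. For spleen the paper gives 347 up and 703 down-expressed genes, where edgeR called 7 and 15. For the down-expressed genes DESeq2 (649), one fit over all 30 libraries (524) and the fit without VS spleen 2 (645) came within 1.5 times of the paper's 703, and the other alternatives did not. For the up-expressed genes none of these settings did, the nearest being DESeq2 with 183. For intestine the paper gives 374 up and 260 down-expressed genes, where edgeR called 0, with 2752 genes at an unadjusted p under 0.05. DESeq2 came within 1.5 times of the down-expressed number, with 174, but not of the up-expressed number, with 146, and no other setting came as near. For gill and skin the paper gives 653 and 1421 DEGs, where edgeR called 60 and 3. None of the settings came within 1.5 times, and the nearest was DESeq2 with 377 and 516.

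The rule of a 2-fold difference of group means with 1 FPKM in the higher group and no test, chosen after the values were seen, gave 1324 genes in liver (662 up, 662 down), 1053 in spleen (347 up, 706 down), 640 in intestine (375 up, 265 down), 661 in gill and 1427 in skin, and dropped 0 of the authors' deposited DEGs. It thus holds all 1303, 1050, 634, 653 and 1421 of them. NOISeq rebuilt from its publication, with the paper's probability of 0.9, called 16, 204, 59, 31 and 42 genes in liver, spleen, intestine, gill and skin, of which 16, 204, 59, 27 and 42 are in the deposited list. The deposited tables give each DEG a probability of at least 0.901, and the paper does not name NOISeq's mode and settings, so the rebuild is not the authors' run and its counts do not test their rule.

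The paper used 20512 genes in its network, where 13355 were above 1 FPKM in more than 16 libraries. All 3 other readings of the filter came within 1.5 times, with 20141, 17972 and 15755 genes. The paper found 15 modules by dynamic tree pruning, where a fixed height gave 24 clusters, and of the alternatives the log2(FPKM + 1) scale came within 1.5 times, with 17, while a height of 0.95, with 42, did not. The number of datasets in the text is 30, and Fig. 2B also has columns of an organ not analysed here.

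For RNA-Seq values that only Fig. 3 shows, kif7 in VR liver is about 5.3 FPKM in Fig. 3, read by eye, where the deposited values give 1.94 ± 1.30 (SD, n = 3), and in VS liver about 1.0 against 0.53 ± 0.0458. In spleen kif7 is about 2.2 FPKM in VR fish and about 1.0 in VS fish in Fig. 3, read by eye, where the deposited values give 11.4 ± 3.04 and 2.70 ± 0.188 (SD, n = 3). For rln1 it is about 8.4 FPKM in VR liver in Fig. 3, read by eye, against 3.50 ± 3.59 (SD, n = 3). In skin rln1 is about 4.0 FPKM in VR fish and about 1.0 in VS fish in Fig. 3, read by eye, against 12.0 ± 3.41 and 4.03 ± 1.15 (SD, n = 3). For rln1 in skin and kif7 in spleen, the bars of Fig. 3, which its legend gives as q-PCR, are drawn near these deposited FPKM means, so it is not settled which of the 2 series holds the RNA-Seq values there. No alternative applies to a mean FPKM. The values of kif7 in intestine and gill and of rln1 in intestine and VS liver, read by eye, lay within the SD of the deposited values. In gill trdmt1 is about 2.0 FPKM in VR fish and about 3.1 in VS fish in Fig. 3, read by eye. The deposited values give 1.33 ± 1.24 and 3.03 ± 0.588 (SD, n = 3), so these too lay within the SD.

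On directions, the paper names the phagosome among pathways of modules correlated with liver and glycosphingolipid biosynthesis for modules correlated with intestine, and states no direction for these genes. The 93 phagosome genes scored lower in liver than elsewhere, with a difference of -1.80 on the log2 scale (permutation test, adjusted p 3.3e-05). The 28 glycosphingolipid genes had a difference of -0.59 in intestine, which did not pass an adjusted p under 0.05 (permutation test, adjusted p 0.052). The other 8 scores were higher in the organ that the paper names, although for bicarbonate reclamation 9 of the 23 genes and for renin-angiotensin 7 of the 13 were higher there. The paper names apoptosis among the down-expressed genes of the intestine, where casp17, the apoptosis gene with the smallest adjusted p, was higher in VR fish, with 53.6 ± 12.3 against 16.8 ± 6.91 FPKM (SD, n = 3), and 53 of the 104 tested members were higher in VR fish.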

Other observations

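The tests reported here for pancreas, muscle and intestine, and the splits of genes without overlap chosen in each organ by itself, were chosen only after the result was seen.

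Exocrine pancreas transcripts varied between libraries of the same organ and group. The 6 markers, all of which spleen, intestine and liver also express above 1 FPKM, made up 0.971%, 3.08% and 0.678% of the summed FPKM in the VR spleens and 3.53%, 0.0781% and 3.95% in the VS spleens. In intestine they made up 2.29%, 0.148% and 0.796% in the VR fish and 0.521%, 0.00909% and 0.188% in the VS fish. In liver the direction was the other one, with 0.404%, 0.148% and 0.106% in the VR fish and 0.419%, 0.505% and 0.963% in the VS fish (exact permutation test, p = 0.1, the smallest possible, and p = 0.2 with expected counts). In skin and gill they stayed at or below 0.0113%. FPKM of prss1, the most abundant, reached 8913 in VS spleen 3. Exocrine pancreas tissue in the libraries is a candidate explanation, since all 6 of the markers had the same 3 highest spleen libraries, VR spleen 2, VS spleen 1 and VS spleen 3, out of 20 possible choices, and the same 3 highest intestine libraries. The numbers pair the intestine libraries by the correlation of their deviations, and within numbers 1, 2 and 3 the log2 ratio of VR over VS of the share was 2.13, 4.03 and 2.08, with a mean of 2.75 (exact sign-flip permutation test, p = 0.25, the smallest possible with 3 pairs). Whether the intestine of VR fish itself differs stays open, because an exact permutation test of the marker share between VR and VS intestines, which leaves the numbers out, gave p = 0.3, neither exact test can go below 0.1 with so few libraries, and a larger amount of pancreas tissue in the VR libraries would give the same values.

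Striated muscle genes, 67 by symbol and 58 of them above a mean of 1 FPKM in skin, made up 3.41% ± 1.53 of the summed FPKM in VR skin and 8.87% ± 5.20 in VS skin (SD, n = 3, exact permutation test, p = 0.2). Of the 58 genes, 32 had VS skin 2 and VS skin 3 as their 2 highest skin libraries, where 1 of 15 choices would fall on this pair by chance. FPKM of ckma was 1865 and 2911 in these 2 libraries and 377 to 1155 in the other 4 skins. Muscle tissue in the libraries may explain this. A biological difference between the fish was not tested.

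The erythrocyte list, 21 genes by symbol, made up 2.57% ± 0.676 of the summed FPKM in VR gill and 1.34% ± 0.330 in VS gill (SD, n = 3, exact permutation test, p = 0.1, the smallest possible). In spleen it made up 7.46% ± 3.32 and 5.08% ± 1.68 (SD, n = 3, exact permutation test, p = 0.3). Gill expresses 19 and spleen 18 of its genes above 1 FPKM. Its symbol patterns also matched genes that are not erythrocyte markers, such as hbegfa, klf13 and slc4a11, so these are not counts of markers. Lymphocyte genes, 15 by symbol of which spleen expresses 13, made up 0.0763% ± 0.0104 in VR spleen and 0.0554% ± 0.0217 in VS spleen (SD, n = 3, exact permutation test, p = 0.3).

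In all 5 organs, 26 genes had no overlap between the 3 VR and the 3 VS libraries, 14 of them higher and 12 lower in VR fish. By chance 10% of the genes have no overlap in a single organ. Among the other 9 splits of the replicate numbers the largest number of such genes was 1 and the median 0, so 1 of 10 splits, the real one, was as large, and with 10 splits chance cannot be excluded. These splits take a number as 1 fish in every organ, which the W-linked values argue against and which the intestine numbers of Fig. 2B leave open. With the split chosen in each organ by itself, 4 of 1600000 combinations, the real one included, gave 26 or more genes. The largest numbers, 29 and 28, came from combinations that put together the 3 libraries with the lowest W-linked ratio, in every organ for 29 genes and in every organ but skin for 28, so they follow the W-linked signal. The gene with the largest mean log2 ratio was LOC103381409, at 3.85, with 0.11 to 17.6 FPKM in VR libraries and 0.020 to 0.45 in VS libraries, and it was also a call in 3 organs. Of the 26 genes, 1 is in all 5 of the authors' deposited lists, LOC103390427 (chromosome 14, 27817326 to 27871159), and 0 are W-linked. These 2 genes were singled out after their values were seen. The 2 groups are 2 families, so family and resistance cannot be separated for these genes.

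uqcrfs1 (103379188, chromosome 5, 14442805 to 14445297), the next gene to kif7, was also among the 26 genes and lower in VR fish, for example with 37.3 against 51.7 FPKM in gill. The length that RSEM's values imply for kif7 was 2563 bases in VR spleen and 4557 in VS spleen, but 1842 and 1942 in intestine. Both genes were singled out after their values were seen.

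A cluster of 42 genes with dhx58 and stat1a was highest in VS gill 1, where stat1a had 184 FPKM, against 54.1, 57.7 and 73.8 in the VR gills and 108 and 81.0 in the other VS gills. A cluster of 49 genes with mt2 was highest in VR liver 3, where mt2 had 1872 FPKM, against 169 to 347 in the other 5 livers. These genes were chosen after their values were seen, and no explanation was tested.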
